# Mu-opioid receptor-expressing neurons in the paraventricular thalamus modulate chronic morphine-induced wake alterations

**DOI:** 10.1038/s41398-023-02382-w

**Published:** 2023-03-03

**Authors:** Darrell Eacret, Elisabetta Manduchi, Julia Noreck, Emma Tyner, Polina Fenik, Amelia D. Dunn, Jonathan Schug, Sigrid C. Veasey, Julie A. Blendy

**Keywords:** Molecular neuroscience, Psychiatric disorders

## Abstract

Disrupted sleep is a symptom of many psychiatric disorders, including substance use disorders. Most drugs of abuse, including opioids, disrupt sleep. However, the extent and consequence of opioid-induced sleep disturbance, especially during chronic drug exposure, is understudied. We have previously shown that sleep disturbance alters voluntary morphine intake. Here, we examine the effects of acute and chronic morphine exposure on sleep. Using an oral self-administration paradigm, we show that morphine disrupts sleep, most significantly during the dark cycle in chronic morphine, with a concomitant sustained increase in neural activity in the Paraventricular Nucleus of the Thalamus (PVT). Morphine binds primarily to Mu Opioid Receptors (MORs), which are highly expressed in the PVT. Translating Ribosome Affinity Purification (TRAP)-Sequencing of PVT neurons that express MORs showed significant enrichment of the circadian entrainment pathway. To determine whether MOR + cells in the PVT mediate morphine-induced sleep/wake properties, we inhibited these neurons during the dark cycle while mice were self-administering morphine. This inhibition decreased morphine-induced wakefulness but not general wakefulness, indicating that MORs in the PVT contribute to opioid-specific wake alterations. Overall, our results suggest an important role for PVT neurons that express MORs in mediating morphine-induced sleep disturbance.

## Introduction

Opioids contribute to dysregulated sleep, and the majority of people with Opioid Use Disorder (OUD) report sleep problems [1–3]. OUD patients that have sleep problems show increased craving and increased risk for relapse [4, 5]. In humans, morphine and methadone reduce slow wave sleep (stage 3–4 NREM), increase stage 2 sleep, and decrease percent time in REM sleep compared with baseline and placebo controls [6, 7], shifting the sleep architecture towards lighter stages of sleep. These types of objective studies in healthy subjects do not exist for patients on chronic opioids or with OUD, but correlational studies support the concept that individuals maintained on opioids have sleep disruption. Based on the Pittsburgh Sleep Quality Index (PSQI), 80% of individuals dependent on prescription opioids had poor sleep quality compared to 8% of the control group, and 41% of individuals in the prescription opioid group reported sub-threshold, moderate, or severe insomnia compared to 12% of the control group [8]. The prescription opioid group also had significantly increased sleep latencies, decreased sleep efficiency, decreased total sleep time, and increased total time awake based on an actigraphy device [8]. The majority of subjects taking over 100 mg methadone reported sleep problems based on the PSQI [9]. In patients prescribed opioids compared to a control group, 93% of the participants with a PSQI over 5 (poor sleep) were from the opioid group, and 83% of the patients that marked “excessively sleepy during the day” were from the opioid group [10]. The vast majority of patients that had 180 mg of morphine per day have either obstructive sleep apnea, central sleep apnea, or both [11]. Opioid-abstinent patients show increased craving and risk for relapse, and a subset of patients even cite sleep problems specifically as a reason for relapse back to opioids [5, 12]. Sleep and opioids appear to have a fundamental neurobiological association, resulting in a detrimental feedforward cycle. Understanding and targeting sleep symptoms in the context of opioid use could contribute to more effective abstinence.

Morphine binds potently to the mu-opioid receptor, and variances in the gene encoding the mu-opioid receptor (*OPRM1*) can affect sleep during opioid use. In a study of individuals prescribed 3 months of opioids for chronic noncancer pain, patients that had the single nucleotide polymorphism (SNP; rs1799971- A118G) for the minor allele 118-GG had decreased sleep adequacy scores and increased self-reported sleep problems in the SLP-9 index compared to patients with the 118AA or 118 AG genotypes [13]. In a separate study, 18% of patients on methadone maintenance therapy (MMT) were categorized as having insomnia (those that had higher doses of methadone had increased severity of insomnia), and 12 OPRM1 SNPs were significantly associated with increased insomnia scores [14]. This finding of ORPM1 SNPs decreasing sleep quality for patients on MMT was supported by another study which found that opioid-dependent MMT patients with the *OPRM1* AC/AG diplotype (A at 118 and C or G at 691) had lower PSQI scores, indicating better sleep, showing additional polymorphisms in the *OPRM1* gene contribute to sleep quality [15]. Taken together, these studies are consistent with the idea that the mu-opioid receptor can regulate opioid-related sleep and that variation in the OPRM1 gene is associated with worse quality of sleep, particularly when individuals are taking opioids.

In mice, sleep or sleep-regulating neurons provide a link between reward, drugs of abuse, and sleep. Specifically, cocaine craving [16] withdrawal [17], and sucrose but not food seeking [18] all engage sleep-regulating neurons. Morphine increases wakefulness in a dose-dependent manner while decreasing NREM and REM sleep, and higher doses of morphine eliminated REM sleep in a 4-h period [19]. Subcutaneous injections of morphine increase wake and decrease NREM and REM in a 3-h period in rats [20, 21]. Both acute and chronic fentanyl increase wakefulness and decrease NREM time in mice, and the same effect was exacerbated in mice lacking the circadian transcription factor NPAS2 [22]. Morphine administration during the light cycle but not the dark cycle increases the firing frequency of PVT neurons, indicating a circadian-dependent response to morphine in the PVT [23]. PVT neurons themselves bidirectionally control sleep/wake behaviors [24]. Neurons in the PVT project to the NAc in a pathway that is necessary and sufficient to control the expression of somatic signs of opiate withdrawal in mice [25]. The PVT controls salience and associative learning for both positive and negatively valenced stimuli, including reward [26]. The PVT is also involved in mediating opiate-assisted memories, as PVT projections to the central amygdala control morphine-related memory formation, while PVT projections to the NAc are important for morphine-associated memory retrieval and relapse [27]. Given the PVT’s role in sleep, circadian rhythms, and response to opioids, we sought to test the specific function of PVT MOR- expressing neurons in morphine-induced sleep disruption.

## Methods

### Mice

All studies were performed at the University of Pennsylvania and were in accordance with the Institutional Animal Care and Use Committee policy. Male and female mice on a C57Bl/6J background were used in all studies. Mice were given ad libitum food and were maintained on a standard 12:12 light cycle (lights on 0700-1900h, lights off 1900-0700h). Experiments to manipulate mu-opioid receptor-expressing neurons used MOR-Cre mice developed in our lab [28]. Briefly, the MOR-specific Cre mouse line was generated by inserting a T2A cleavable peptide sequence and the Cre coding sequence into the Oprm1 3’UTR. Importantly, this line shows specificity and fidelity of MOR expression throughout the brain and no differences in behavioral responses to morphine when compared to wild-type mice. These MOR-Cre mice were then crossed with *Rosa*^*LSLSun1-sfGFP*^ [29] to generate a reporter line for visualization of MORs or *Rosa26*^*LSL-EGFP-L10a*^ [30] for cell-type specific RNA sequencing. Mice were 8–12 weeks at the start of each experiment.

### Drugs and experimental design

Morphine sulfate was supplied by NIDA Drug Supply (Research Triangle Park, NC) and dissolved into a 0.2% saccharin solution so that mice would consume morphine via drinking water [31]. Saccharin was used in the baseline condition and in the control groups for the duration of the studies. Morphine concentration was gradually increased from 0.3 to 0.5 mg/ml to ensure stable drinking throughout the 11 days of chronic exposure. Dosing stayed at 0.5 mg/ml for the remainder of the experiments [32]. Body weights and drinking volume were assessed every 2–3 days to confirm morphine ingestion, and adequate body weight was maintained. Clozapine N-Oxide (CNO) (HelloBio, cat. no. 1807) was dissolved in saline and administered i.p. at 1 mg/kg.

### Electroencephalogram/electromyogram (EEG/EMG)

Mice were anesthetized with a ketamine/xylazine cocktail for surgical implantation of electrodes. Four holes were drilled 1 mm from bregma in each quadrant. A headmount was secured with silver wire coated in Teflon (787000, A-M Systems, Sequim, WA) and pedestals with six pins (MS363, PlasticsOne). Dental cement (8101 and 8501, Pearson Dental, Sylmar, CA) secured these to the head (Fig. 1E, F). EMG electrodes were placed over the nuchal muscles and connected to a computer with a counterweighted recording cable. Mice recovered for 2 weeks before starting EEG experiments and acclimated to the EEG room for 1 week before experiments. Raw files were opened in Sleep Sign for Animal (Kissei) after being amplified, recorded, and digitized. Wake, NREM, or REM was categorized in 4 s epochs according to the following conditions: wake-waveforms greater than 12 Hz greater than 10% of the time with high amplitude EMG. NREM- 0.5–4 Hz delta waves in the EEG more than 30% of the time and frequencies greater than 12 Hz less than 10% of the time with low amplitude EMG. REM- 5–10 Hz EEG delta waves more than 20% of the time with low EMG amplitude (Fig. 1G) [33]. After digitization, each 4 s epoch was manually verified and rescored by a trained experimenter if necessary.

**Fig. 1:**
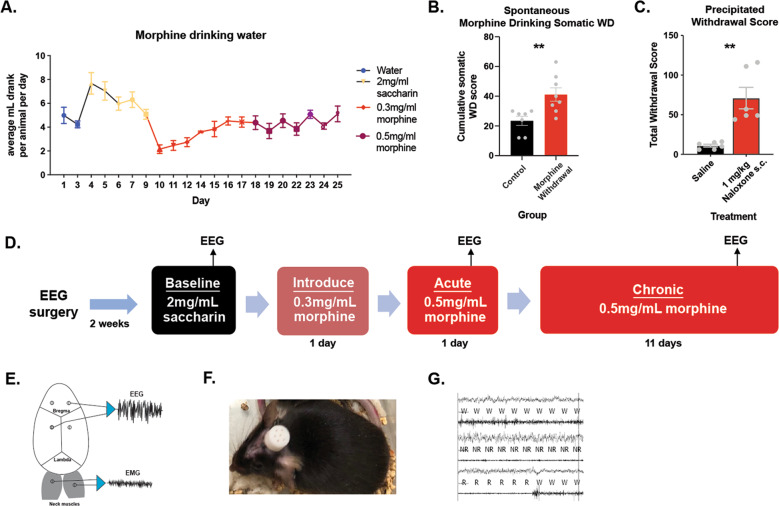
Experimental Design. **A** Amount consumed in drinking water in average mL per animal per day. **B** Spontaneous somatic withdrawal signs between morphine-treated mice and saccharin-treated mice. **C** Somatic withdrawal signs in mice that drank morphine precipitated by 1 mg/kg Naloxone or Saline. **D** Timeline of experiments. **E** Example schematic showing placement of electrodes 1 mm from bregma in each quadrant and on the nuchal muscles with example EEG and EMG traces. **F** Image of mouse with electrode cap. **G** Example traces of Wake, NREM, and REM in 4 s epochs.

### Continuous open mouse phenotyping and sleep system (COMPASS)

Sleep as measured by behavioral quiescence was monitored noninvasively as described previously [34, 35]. This COMPASS system uses passive infrared sensors which are attached to the cage top to monitor and document activity continuously via an open-source electronics platform which records active movement by receiving inputs from multiple sensors (Arduino). Activity is collected and the software generates a score from 0 to 100 based on 10 ms recordings for a bin every 10 s, denoting the percent of time mice were moving in that 10 s bin. Extended inactivity (0 score) greater than 40 s correlates with sleep measured by electroencephalography with a Pearson coefficient of greater than 0.95 [35]. We used a custom program in Python to convert 40 s of inactivity into sleep and to identify bouts of sleep that lasted longer than 40 s.

### Somatic signs of withdrawal

Precipitated withdrawal was examined immediately after a 1 mg/kg subcutaneous (s.c.) dose of naloxone, or equivalent volume of saline for controls, and spontaneous withdrawal was conducted 24 h after morphine was removed. Mice were acclimated in the behavior room 1 h prior to observations and were placed in a clear cylinder for 30 m before testing began. Somatic withdrawal signs were scored live and the total number of episodes of ptosis, diarrhea, teeth chattering, resting tremor, gnawing, genital licking, head and body shakes, backing, scratching, and jumping were tallied as described previously [32, 36].

### Viruses and stereotaxic surgery

The Cre-recombinase dependent inhibitory DREADDs virus was from Bryan Roth, pAAV5-hSyn-DIO-hM4D(Gi)-mCherry (cat. no. 44362, Addgene). The control virus was from Karl Deisseroth, pAAV5-hSyn-mCherry (cat. no. 114472, Addgene). Mice were anesthetized with isoflurane and placed in a stereotax to deliver 200 nl virus into the PVT at a rate of 40 nl/min at coordinates A/P—1.58 mm, D/V—3.20 mm [37]. Mice received subcutaneous meloxicam (2 mg/kg) on the day of surgery. For optimal virus expression, the virus was allowed to express for 4 weeks before behavioral studies or brain collection.

### Translating ribosome affinity purification (TRAP)

We used both control mice and mice exposed to chronic morphine for TRAP. Mice were sacrificed between 1200 and 1400 h and, for each mouse, a gross dissection targeted at the PVT was used to generate tissue for the translating ribosome affinity purification. Due to the small amount of brain tissue, 2 PVT dissections were pooled together to create each biological sample—males were only pooled with males and females were only pooled with females, for a total of four biological replicates for each of the morphine and control groups. Tissue was homogenized with lysis buffer and incubated overnight with magnetic beads (Dynabeads Protein G, ThermoFisher Scientific, Waltham, MA, cat. no. 10004D) and anti-GFP antibodies (htz-GFP-19f and htz-GFP-19C8, Memorial Sloan-Kettering Monoclonal Antibody Facility, New York, NY) to complete the affinity purification bound by the EGFP-L10a fusion protein. RNA was isolated from the cells in each sample expressing EGFP-L10a [30, 38] with the Absolutely RNA Nanoprep RNA isolation kit (Agilent Technologies, cat. no. 400753).

### RNA sequencing

RNA was processed, assessed for quality control, and prepared and sequenced by the University of Pennsylvania’s Next Generation Sequencing Core (https://ngsc.med.upenn.edu). Briefly, libraries were sequenced as 50PE and samples had between 37 and 58 million reads. We quantified transcript expression with Salmon [39] in mapping-based mode with the mm10 salmon_sa index obtained from http://refgenomes.databio.org and GC bias correction. Differential Expression (DE) analyses were done with DESeq2 [40]. We followed the DESeq2 recommended pipeline to create a gene-level count matrix by importing the Salmon quantification data using tximport [41]. Genes with 0 counts across all samples were filtered out. (22,402 out of the ~35,650 gene models passed this filter). 

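In the deposited table of read counts, which lists RefSeq transcripts and not the gene models of the paper's filter, all 18939 genes had a count above 0 in at least 1 of the 8 TRAP-Seq libraries, and 0 transcripts had a count of 0 in every library. The number of genes with a count above 0 lay between 16920 and 17441 per library. Stricter filters left 14557 genes (edgeR's filterByExpr) or the 13703 genes with at least 10 counts in every library.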

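In a principal component analysis of the 500 genes with the largest variance in log2 CPM (counts scaled to library size, TMM normalization, prior count 2), the first component held 41.6% of the variance. Scores on this component differed by 28.1 between the morphine and control libraries (exact two-sided permutation test, P = 0.0571) and by 16.1 between the female and male libraries (exact permutation P = 0.286). With all genes or the 2000 most variable genes in place of 500, the exact permutation P for condition was 0.0286, and the smallest value that 4 libraries against 4 allow is 0.029. Female and male libraries did not separate on the second component (19.7% of the variance, exact permutation P = 0.314) or the third (15.0%, exact permutation P = 0.2). On the second component, 1 female control library (20.1) and 1 female morphine library (19.5) lay apart from the other 6, which had scores from -10.5 to 6.18. Across genes, Pearson's r of log2 CPM was between 0.984 and 0.992 (median 0.990) in the 12 pairs of libraries of the same sex and between 0.981 and 0.992 (median 0.989) in the 16 pairs of different sex. Genes are not independent replicates, so these coefficients carry no P value.

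**Figure D1:**
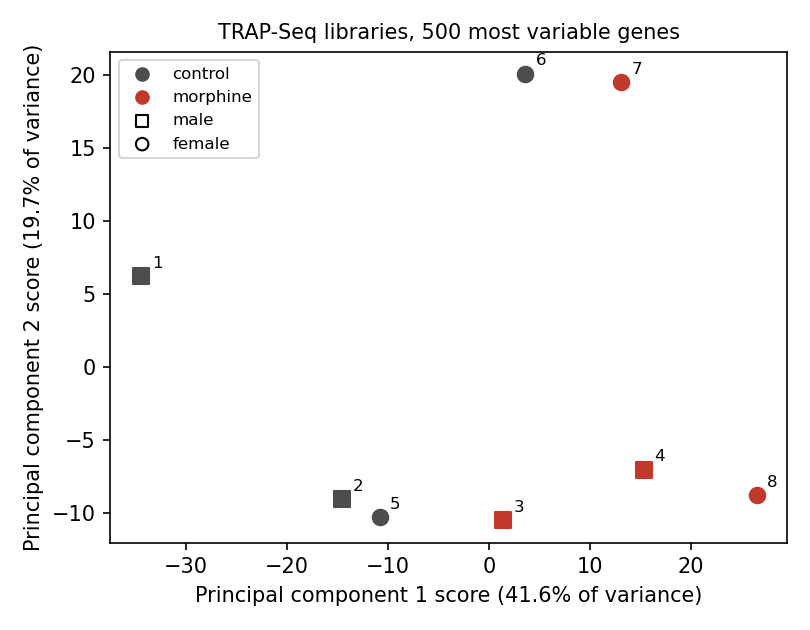
Scores of the 8 TRAP-Seq libraries on the first 2 principal components of the 500 most variable genes, with the share of variance in percent on each axis. Color gives the condition, the marker shape gives the sex and the number beside each point gives the replicate; the morphine libraries have scores from 1.37 to 26.5 on the first component and the control libraries from -34.4 to 3.58.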

Exploratory QC plots did not reveal a strong sex effect on the gene expression data. Moreover, after analyzing the data both with and without sex in the design model, we obtained very similar DE results with slightly more genes without the adjustment. Therefore, in what follows, we report the results from the latter analyses. 

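With sex added to the edgeR model, 110 genes had an adjusted P value under 0.05, 95 upregulated and 15 downregulated, more than without sex in the model. DESeq2 with sex in the model called 449 genes, 307 upregulated and 142 downregulated, fewer than DESeq2 without it; this fit was chosen after the counts had been seen. Both fits with sex include all 37 genes that edgeR called without it.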

For enrichment analyses, we focused on the KEGG_2019_Mouse pathway collection from https://maayanlab.cloud/Enrichr/#libraries. We ran Gene Set Enrichment Analysis (GSEA) [42] and Over Representation Analysis (ORA, implemented via the enricher function in the R clusterProfiler package [43]. EnhancedVolcano was used to generate the volcano plot [44]. In both cases we only considered gene sets with a number of genes between 15 and 500. GSEA (v4.2.3) was run with default parameter settings except for “permutation_type” which we set to “gene_set”, as this is the recommended setting when the number of replicates per condition is below 7.

### Immunohistochemistry

Mice were deeply anesthetized with sodium pentobarbital (i.p., 50 mg/kg) and were perfused with 30–40 ml cold 0.01 M phosphate-buffered saline (PBS), then 40–50 ml cold 4% paraformaldehyde (PFA) (Sigma, cat. no. 158127). Perfusions for this study took place between 1000 and 1400 h. Brains were placed in a 15 ml conical tube with paraformaldehyde overnight and cryoprotected 24 h later in 30% sucrose and 0.01% sodium azide and stored at 4 °C. Brains were then sliced frozen at −20 °C on a cryostat (Cryostar NX-50, Thermo Scientific, Waltham, MA), and 30-micron sections were collected and stored in PBS in a six-well plate at 4 °C. After mounting sections onto slides (Superfrost Plus, ThermoFisher, cat. no. 22-037-246, Waltham, MA), sections were washed 4 × 10 m in 0.01 M PBS, blocked for 1 h in 0.01 M PBS containing 3% normal Normal Donkey Serum (NDS) and 0.3% Triton X-100, and incubated overnight at 4 °C with a 1:300 dilution of rabbit anti-cFOS (Cell Signaling Technologies, cat. no. 2250 S). Sections were again washed in 0.01 M PBS and incubated with Alexa Fluor 488 donkey anti-rabbit (1:1000, Life Technologies, cat. no. A-21206) in 3% NDS in PBS for 1 h at room temperature while protected from light. Slides were coverslipped with DAPI Fluoromount (SouthernBiotech, cat. no. 0100-20, Birmingham, AL) and sealed with clear nail polish prior to imaging.

### Statistics

Statistics were analyzed and plotted in GraphPad 8.0 (La Jolla, CA). Unpaired *T* tests were used to compare between two groups. One-way repeated measures ANOVAs were used to compare within subjects at different timepoints compared to their own baseline. Two-way ANOVAs were used for tests with two independent variables, and Tukey’s post hoc test was employed when there was a main effect or interaction effect from the ANOVA. A three-way ANOVA was used to compare DREADD × morphine × day, and Tukey’s post hoc test was used when a main or interaction effect was significant.

## Results

Mice exposed to morphine drank about 5 mL per animal per day (Fig. 1A). At a dose of 0.5 mg/ml, this amounts to approximately 100 mg/kg morphine per animal per day for mice at a 25 g weight. This exposure paradigm was sufficient to generate dependence on morphine, as morphine-treated mice displayed significantly increased signs of either spontaneous somatic withdrawal compared to mice that did not receive morphine (*t* = 2.164, df = 13, *P* = 0.0075) (Fig. 1B), or precipitated withdrawal compared to mice that received saline instead of Naloxone (*t* = 4.386, df = 10, *P* = 0.0014) (Fig. 1C).

At baseline, there was no difference between control and morphine groups (before morphine was administered) in time awake (*F* (1, 10) = 5.473, *P* = 0.9942) (Fig. 2A). There were no significant differences in NREM (*F* (1, 10) = 0.02383, *P* = 0.8804) (Fig. 2B) or REM sleep (*F* (1, 10)—0.8026, *P* = 0.3914) at baseline (Fig. 2C).

**Fig. 2:**
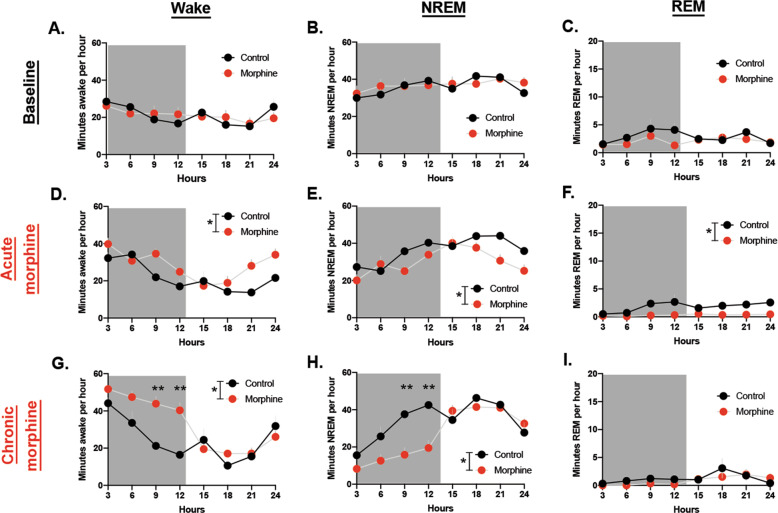
Morphine increases wake during the dark cycle. **A** Minutes awake per hour at baseline. **B** Minutes in NREM per hour at baseline. **C** Minutes REM per hour at baseline. **D** Minutes awake per hour at acute morphine timepoint. **E** Minutes NREM per hour at acute morphine timepoint. **F** Minutes REM per hour at acute morphine timepoint. **G** Minutes awake per hour at chronic morphine timepoint. **H** Minutes NREM per hour at chronic morphine timepoint. **I** Minutes REM per hour at chronic morphine timepoint.

At the acute morphine timepoint, there was a main effect of morphine on wake (*F* (1, 8) = 7.48, *P* = 0.0256) (Fig. 2D). There was no significant interaction effect of morphine × hour (*F* (7, 56) = 1.959), *P* = 0.0772) (Fig. 2D), nor significant post hoc tests at any specific timepoint. There was also a main effect of acute morphine on NREM sleep (*F* (1, 8) = 6.842, *P* = 0.0309) (Fig. 2E) and no interaction effect (*F* (7, 56) = 1.810, *P* = 0.1033) nor specific post hoc tests that were significant. At the acute timepoint there was a significant effect of morphine on REM (*F* (1, 8) = 15.00, *P* = 0.0047) and a significant interaction effect of morphine × hour (*F* (7, 56) = 4.932, *P* = 0.0002) (Fig. 2F).

At the chronic morphine timepoint, there was a significant main effect of morphine (*F* (1, 11) = 6.255, *P* = 0.0295) (Fig. 2G) on time awake and a significant interaction effect of morphine × hour (*F* (7, 77) = 4.356, *P* = 0.0004) (Fig. 2G). Post hoc tests revealed a significant difference between the control and morphine group specifically in the last 6 h of wake in the dark cycle (*P* = 0.0041 and *P* = 0.0014) (Fig. 2G). There was also a main effect of morphine on NREM at the dark cycle (*F* (1, 11) = 5.684, *P* = 0.0362) (Fig. 2H) and a significant interaction effect of morphine × hour (*F* (7, 77) = 4.539, *P* = 0.0003) (Fig. 2H). Post hoc tests revealed a significant difference in NREM between control and morphine in the last 6 h of the light cycle (*P* = 0.0019 and *P* = 0.0016) (Fig. 2H). There was no significant effect of chronic morphine on REM sleep. Morphine increased wakefulness for 3–4 h during the light cycle in an injection paradigm, confirming morphine’s wakefulness properties in a different paradigm (Supplementary Fig. 1a).

We examined protein levels for the immediate early gene cFos in a number of brain regions that are related to opioid reward, response, or memory. In the lateral hypothalamus, the acute timepoint had significantly increased cFOS expression compared to control and chronic morphine (*F* (4, 22) = 5.927, *P* = 0.022) (Fig. 3M) and post hoc tests revealed acute morphine was significantly higher than baseline (*P* = 0.0355) and chronic morphine (*P* = 0.011). In the Paraventricular Nucleus of the Thalamus (PVT), cFOS was significantly higher than baseline at the acute timepoint (*F* (2, 16) = 3.224, *P* = 0.0327), and the chronic morphine timepoint was not significantly different from the acute timepoint (*P* = 0.6598) (Fig. 3N). None of the other brain regions (nucleus accumbens (*F* (2, 16) = 1.625, *P* = 0.2345), ventral tegmental area (*F* (2, 16) = 0.9067, *P* = 0.4718), dorsal (*F* (2, 17) = 1.849, *P* = 0.1877) or ventral hippocampus (*F* (2, 16) = 1.409, *P* = 0.2821) reached statistical significance (Fig. 3O–R).

**Fig. 3:**
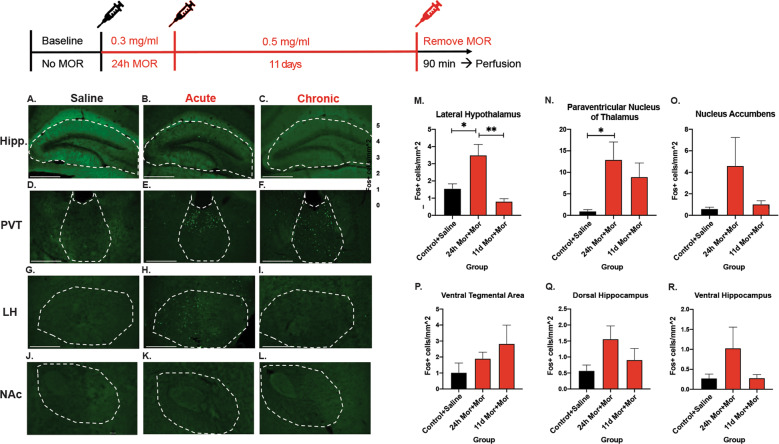
Screen of immediate early gene expression across brain regions. **A** Representative image of hippocampus from saline group. **B** Hippocampus from acute morphine group. **C** Chronic morphine hippocampus. **D** Representative image of PVT (paraventricular nucleus of the thalamus) from saline group. **E** PVT from acute morphine group. **F** Chronic morphine PVT. **G** Representative image of LH (lateral hypothalamus) from saline group. **H** LH from acute morphine group. **I** Chronic morphine LH. **J** Representative image of NAc (nucleus accumbens) from saline group. **K** NAc from acute morphine group. **L** Chronic morphine LH. **M** Quantification of cFOS expression in LH across morphine timepoints. **N** cFOS expression in PVT across morphine timepoints. **O** cFOS expression in NAc quantified across morphine timepoints. **P** Quantification of cFOS expression in VTA across morphine timepoints. **Q** cFOS expression levels in Dorsal Hippocampus across morphine timepoints. **R** cFOS expression in ventral hippocampus at control, acute, and chronic morphine. Images were taken at 10× quantification and scale bars represent 500 um.

RNA sequencing of the MOR + expressing neurons in the PVT that were affinity purified by Translating Ribosome Affinity Purification (TRAP) and subsequent DE analysis identified 311 upregulated and 211 downregulated genes in the morphine group as compared to the control group (multiple-testing-adjusted *P* value <0.05. 

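For TRAP-Seq, MOR-Cre mice that carry a Cre-dependent EGFP-L10a ribosomal protein drank morphine in 0.2% saccharin, raised from 0.3 to 0.5 mg/ml over 11 days, or saccharin alone. RNA on the tagged ribosomes was purified with anti-GFP antibodies. The paper states that 2 PVT dissections from mice of the same sex were pooled for each library. This gave 4 control libraries (replicates 1, 2, 5 and 6) and 4 morphine libraries (replicates 3, 4, 7 and 8), with 2 labelled male and 2 labelled female in each group. Control replicate 5, labelled female, also held Y-linked genes at 28.7% to 35.8% of their mean CPM in the males, so its pooling is uncertain. The authors deposited the number of reads counted on each RefSeq transcript in each library, without normalization. The table holds 24488 transcripts of 18939 genes. Of the 3532 genes with more than 1 transcript, 749 have identical counts for all transcripts in every library, and 2623 have every transcript within 10% of the largest, so reads shared by transcripts were counted on each of them. Each gene was therefore represented by its transcript with the highest total. The counts per library then lay between 37081346 and 43311792 in the control group (median 41294758) and between 31151106 and 47582947 in the morphine group (median 34085992), a difference within the spread of the libraries (exact two-sided permutation test, P = 0.4). The 10 genes with the most counts held between 2.85% and 3.25% of a library. Counts were normalized for library size by edgeR's TMM method, and all genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Values per gene are CPM, the counts scaled to the normalized library size, as mean ± SD of the 4 libraries of a group.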

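Of the 18939 genes, 37 had an adjusted P value under 0.05 in the morphine group as compared to the control group (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 31 were upregulated and 6 downregulated. Without adjustment, 2292 genes had a P value under 0.05. The alternative that moved the number most was DESeq2, the tool of the paper's methods, which called 498 genes from the same counts, 322 upregulated and 176 downregulated, among them all 37. With each library left out in turn, edgeR called between 0 and 77 genes. It called 0 genes without morphine replicate 4 and 0 without morphine replicate 8, where 1697 and 1664 genes had an unadjusted P value under 0.05. Of the 35 ways to split the 8 libraries into 4 and 4, the split by condition and 1 other gave at least 37 genes. The paper goes on to ORA, which starts from its own differentially expressed genes (Fig. 4C), and to GSEA, which starts from gene sets whether or not their genes are differentially expressed (Fig. 4D). The paper states that GSEA detected a trend of upregulation of the Circadian Entrainment pathway in the morphine group.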

The list of these genes, complete with the DESeq2 output is in Supplementary Table 1. 

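The deposited table holds 499 of the genes in Supplementary Table 1, of which the paper lists 295 as upregulated and 204 as downregulated. In the deposited counts, 285 of the 295 had a log2 fold change above 0 and 195 of the 204 had one below 0. Across these 499 genes, which are not independent replicates, the log2 fold changes from edgeR and those of the paper had a Pearson's r of 0.909. The list was chosen on the same libraries, so these directions are no independent test. An unadjusted P value under 0.05 was found for 420 of the 499 genes. The calls of edgeR include 36 genes of the list in the same direction, and those of DESeq2 include 326.
Among the genes that edgeR called and whose 2 groups did not overlap, the 5 upregulated genes with the lowest P value were Zfp238 (now Zbtb18), Gpc4, Kctd4, Mt1 and Smoc2. Zfp238, on chromosome 1 of GRCm38 from 177442351 to 177450764, rose from 188 ± 26.2 to 385 ± 32.0 CPM (SD, n = 4), a log2 fold change of 1.04 (standard error 0.12, edgeR adjusted P = 0.0176). The log2 fold changes of the other 4 lay between 0.89 for Mt1 and 2.02 for Smoc2. In Gpc4, morphine replicate 8 had 10.2 CPM against 6.07 to 6.75 in the other morphine libraries, and in Mt1, morphine replicate 3 had 39.9 CPM against 47.9 to 49.3. The 5 downregulated genes were Wdr6, Fos, Baiap3, AW551984 and Nynrin, with log2 fold changes from -1.25 for Baiap3 to -0.73 for Nynrin and edgeR adjusted P values from 0.0176 to 0.0461. Wdr6, on chromosome 9 from 108572311 to 108578713, fell from 397 ± 70.1 to 197 ± 13.0 CPM (SD, n = 4). Fos fell from 89.9 ± 10.6 to 46.8 ± 6.02 CPM, with 74.1 CPM in control replicate 5 against 94.1 to 96.6 in the other control libraries. Kctd4 overlaps Gtf2f2, Wdr6 overlaps Dalrd3 and Baiap3 overlaps Tsr3 in the RefSeq annotation, and the paper's text does not say whether the counting used the strand, so the values of these genes are uncertain. Each of the 10 genes was called in 2 to 5 of the 8 fits that left out 1 library, and none of them was called with a marker score of telencephalic pyramidal neurons or of choroid plexus added to the model, where 1101 and 643 of all genes had an unadjusted P value under 0.05. All 10 kept their direction and an unadjusted P value under 0.05 with either score. The median size of their log2 fold changes was 0.88 with the telencephalic score and 0.81 with the choroid plexus score, against 0.98 without a score, while the median standard error rose from 0.13 to 0.21 and 0.19.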

Figure 4A depicts a heatmap of the DE genes and Fig. 4B presents a volcano plot of all genes analyzed in DESeq2. 

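In the deposited counts, all 4 morphine libraries lay above all 4 control libraries in 633 genes and below them in 607 genes. Together these are 6.5% of the genes tested, and chance gives 2.9% on average. Genes vary together across the libraries, so an excess over this average is no test of condition. Other splits of the libraries were not counted in this way. Of the genes labelled in Fig. 4B, Bhlhe22 (chromosome 3 of GRCm38, 18054325 to 18057514) rose from 24.1 ± 4.73 to 52.6 ± 7.18 CPM (SD, n = 4), a log2 fold change of 1.13 with a standard error of 0.15 (edgeR adjusted P = 0.0176). With a telencephalic marker score in the model it was 0.75 and with a choroid plexus marker score 0.76, and the gene was not called with either. In Dock8, Cct7 and Bmp4 the 2 groups overlapped. The log2 fold change was -0.42 for Dock8 (standard error 0.32, edgeR adjusted P = 0.641), -0.084 for Cct7 (standard error 0.10, edgeR adjusted P = 0.768) and 0.65 for Bmp4 (standard error 0.53, edgeR adjusted P = 0.668). With a choroid plexus marker score in the model, the log2 fold change of Cct7 was 0.039 and that of Bmp4 was -0.74, and with a telencephalic marker score that of Bmp4 was -0.25. Bmp4 had between 3 and 42 counts per library. Cldn22 had 0 counts in each control library and 1, 9, 4 and 12 counts in morphine replicates 3, 4, 7 and 8. Its adjusted P value was 0.127 from edgeR and 0.0204 from DESeq2. Dock8 and Cct7 overlap other protein-coding genes in the RefSeq annotation (Ndufb4b and Pradc1), and their values are uncertain where those reads were not told apart.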

Of the KEGG gene set collection, 285 pathways out of 303 had a number of genes between 15 and 500 and were analyzed in our ORA and GSEA analyses. Figure 4C illustrates the ten pathways that were significantly enriched among all 522 DE genes (multiple-testing adjusted *P* values <0.05). These include the Circadian Entrainment and Glutamatergic Synapse pathways, which were also overrepresented among just the 311 upregulated genes in the morphine group (data not shown). ORA analyses focus on specific lists of genes (e.g., the DE genes) and look for gene sets which are overrepresented in those lists compared to the universe of all genes examined. GSEA analyses instead have gene sets as the starting point and look for gene sets that, as a whole, have a trend towards up- or downregulation, whether or not the individual genes in the gene set are per se differentially expressed at a given significance level. The KEGG pathways identified in our GSEA analyses with a false discovery rate <5% are indicated in Supplementary Table 2A, B. We note that the Circadian Entrainment and Glutamatergic Synapse pathways are detected for a trend of upregulation in the morphine group, consistent with the ORA results. 

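The leading edge of KEGG Circadian Entrainment holds 26 genes in Fig. 4E, which encode adenylate cyclases, glutamate receptor subunits, G protein subunits, kinases and ion channels. The first label of that panel is hard to read and was taken as Calml4. The list was selected for being higher in these same morphine libraries, so its directions, P values and separation of the groups are no independent test. In the deposited counts, 25 of the 26 had a log2 fold change above 0. The median was 0.57, the lowest was -0.20 for Gng4 and the highest was 2.61 for Calml4. Over all genes, 1 of the 26 had an adjusted P value under 0.05 from edgeR, which was Adcy1. Adjusted over the list alone, 17 did, which shows no stability. DESeq2 called 11 of the 26 over all genes. The 2 groups did not overlap in 8 of the 26, against 2.9% of genes by chance for a list not selected in this way. The mean log2 CPM of the 26 genes was between 5.16 and 5.56 in the control libraries and between 5.64 and 6.28 in the morphine libraries, a difference of 0.59 (exact two-sided permutation test, P = 0.0286, the smallest value that 4 libraries against 4 allow and one that the selection favors).
Calml4 (chromosome 9 of GRCm38, 62857472 to 62875921) had 2, 11, 25 and 28 counts in control replicates 1, 2, 5 and 6 and 58, 84, 63 and 186 counts in morphine replicates 3, 4, 7 and 8. Its log2 fold change had a standard error of 0.53 and an edgeR adjusted P value of 0.0817. With sex in the edgeR model the adjusted P value was 0.0163 (standard error 0.43), and DESeq2 without sex gave 0.00016. With a choroid plexus marker score in the edgeR model, the log2 fold change of Calml4 was 0.99 (standard error 0.56), against 2.61 without. With a telencephalic marker score it was 1.38 (standard error 0.76). Calml4 overlaps a transcribed pseudogene, Gm10653, in the annotation. The mean log2 CPM of 13 marker genes of choroid plexus was higher by 2.03 in the morphine group, in 4 of 4 libraries (exact two-sided permutation test, P = 0.0286, adjusted over 13 lists 0.186). That of 13 marker genes of telencephalic pyramidal neurons was higher by 1.69, but the 2 groups overlapped (exact two-sided permutation test, P = 0.0571, adjusted 0.248). With 4 libraries against 4, 2 separated lists among 13 cannot reach an adjusted exact P value under 0.05. The adjusted P value from limma's camera, which is not limited in this way, was 0.358 for both. With either marker score added to the edgeR model, 0 of the 26 genes were called (2 of them with an unadjusted P value under 0.05 with the telencephalic score and 2 with the choroid plexus score). The median log2 fold change of the 26 was then 0.17 and 0.29, with 22 and 21 genes above 0, and the median standard error was 0.29 with either score against 0.18 without.

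**Figure D2:**
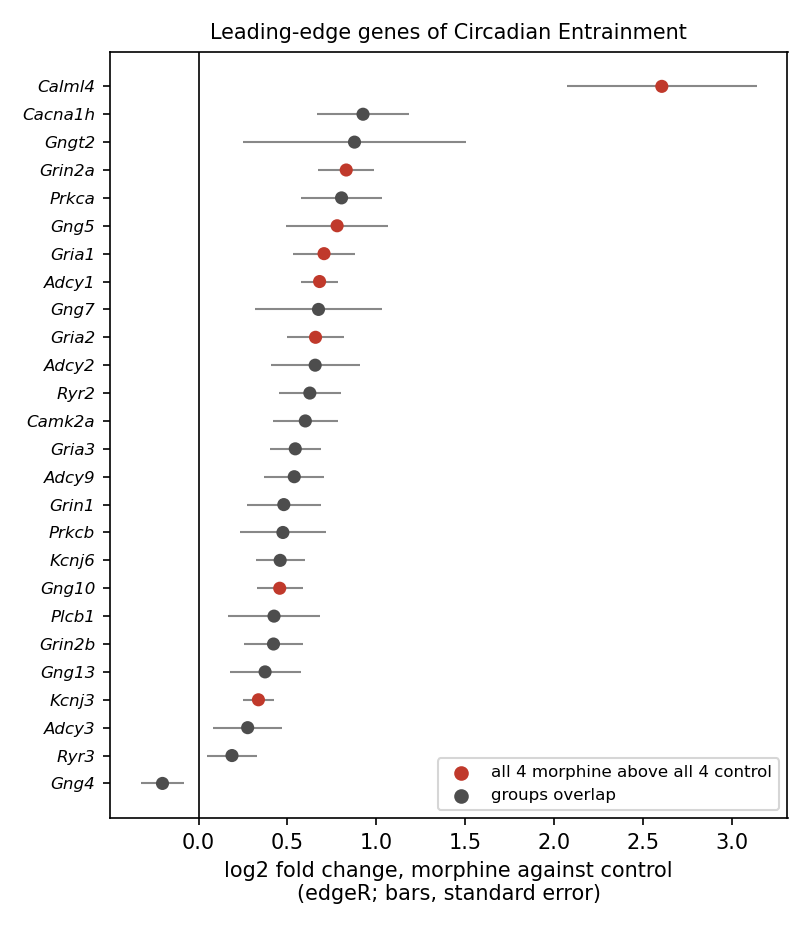
Log2 fold change of the 26 leading-edge genes of Circadian Entrainment in the morphine group as compared to the control group (edgeR, n = 4 libraries per group), with the standard error as a horizontal bar. Red points are the 8 genes in which all 4 morphine libraries lie above all 4 control libraries, and Gng4 is the gene below 0; bars are standard errors and not confidence intervals.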

Figure 4D shows the GSEA enrichment plot for KEGG Circadian Entrainment and (Fig. 4E) provides an expression gene map for the genes in its leading edge, i.e., the genes which contributed the most to the enrichment signal for this pathway.

**Fig. 4:**
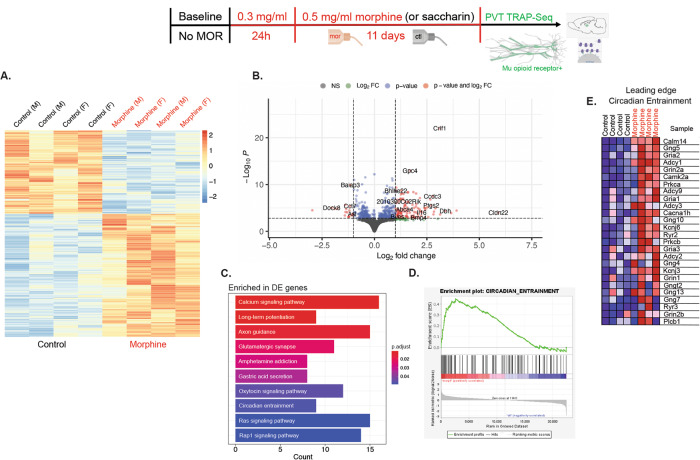
Translating ribosome affinity purification on MOR-expressing neurons targeted at the paraventricular nucleus of the thalamus. **A** Heatmap of significantly differentially expressed genes in PVT MOR-expressing neurons of controls compared to mice maintained on chronic morphine. **B** Volcano plot showing −log10*P* value vs log2 fold change (morphine vs ctl group) for all genes analyzed. Genes corresponding to significant adjusted *P* values are those above the dashed horizontal line. Dashed vertical lines correspond to a threshold of 1 for the absolute log2 fold change. **C** Significant KEGG pathways from ORA analyses of DE genes. **D** Enrichment plot of the Circadian Entrainment pathway. **E** Heatmap of the genes in the leading edge of the Circadian Entrainment pathway.

In the DREADDs injected mice, 89% of neurons that expressed MORs also expressed mCherry from the DREADDs construct (Fig. 5E, F). CNO administration showed significantly decreased PVT cFOS expression in the DREADDs CNO group compared to the DREADDs vehicle group (*t* = 2.270, df = 13, *P* = 0.0409) (Fig. 5G–I), and in a locomotor activity assay, the DREADDs + CNO group had significantly decreased morphine-induced activity 20 and 30 min after morphine injection compared to the DREADDs + saline group (main effect of time *F* (14, 84) = 76.60, *P* < 0.0001 (Fig. 5J).

**Fig. 5:**
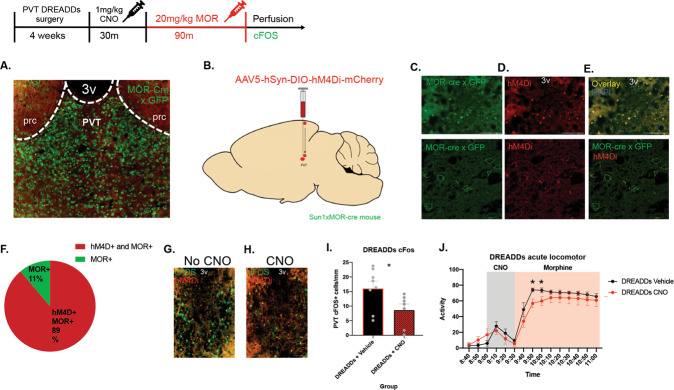
DREADD inhibition of neurons in the PVT that express mu-opioid receptors. **A** Representative image of mu-opioid receptors in the PVT with MOR Cre x GFP reporter mouse. **B** Virus strategy to target PVT MOR-expressing neurons. A Cre-dependent inhibitory DREADDs construct was injected into the PVT of mice that express Cre recombinase on the nucleus of mu-opioid receptor-expressing neurons. **C** Mu-opioid receptor-expressing neurons identified by GFP reporter in the PVT at 10× and super-resolution. **D** hM4Di expression in the PVT identified by mCherry reporter at 10× and super-resolution. **E** Overlay of MOR-expressing neurons in green and DREADDs construct in red at 10× and super-resolution. **F** quantification of transfection of MOR + neurons in the PVT that also express hM4Di. **G** Representative image of cFOS expression in the PVT of mice injected with the DREADDs virus. **H** Representative image of cFOS expression in the PVT of mice injected with the DREADDs virus after i.p. CNO injection. **I** Quantification of cFOS expression in the PVT to show DREADD inhibition from CNO. **J** Activity plot per 10 m bins of mice that received CNO or saline injection with a morphine stimulus. Scale bars represent 100 μm.

In the DREADDs chronic morphine experiment, all groups had similar wake times for the first few days, and mice in the morphine group began to separate with increased wake time in the dark cycle compared to the saccharin group by days 11–12 (Fig. 6I). There was a morphine × DREADDs interaction effect during the dark cycle (*F* (1, 25) = 5.357, *P* = 0.0291) (Fig. 6I). Much of the sleep patterns were similar between groups on the days before CNO administration (Supplementary Fig. 2A–C). There were no differences in sleep bouts—number, average length, or maximum (*F* (3,35 = 1.935, *P* = 0.1419)) on days 1–12 (Supplementary Fig. 2A–C). However, CNO injection after the chronic morphine exposure produced a longer average sleep bout length in the hM4Di morphine group compared with the mCherry morphine group (*t* = 1.720, df = 17, *P* = 0.0418) (Supplementary Fig. 2E). The sleep bout # and maximum sleep bout length were unchanged between these two groups (Bout # *t* = 0.04409, df = 17, *P* = 0.9653), (bout length *t* = 1.179, df = 17, *P* = 0.2547) (Supplementary Fig. 2d, f).

**Fig. 6:**
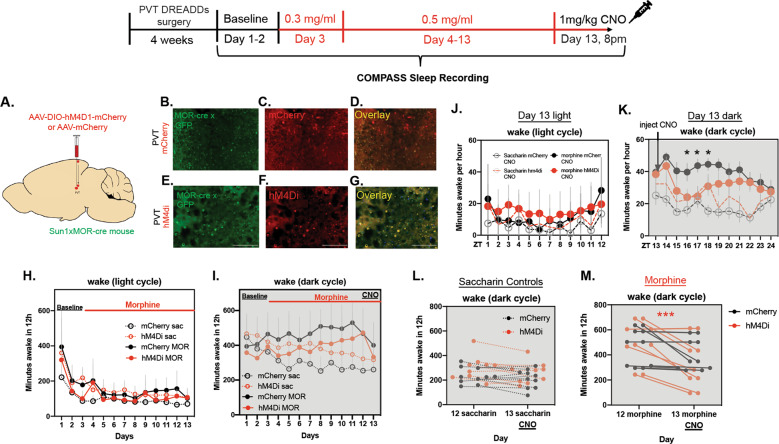
DREADDs inhibition of PVT MOR-expressing neurons during chronic morphine. **A** Representative image showing viral strategy- Cre-dependent DREADDs virus or control mCherry virus was injected into the PVT of MOR-Cre mice. **B** Representative image of MOR expression in the PVT in mCherry animals. **C** mCherry expression in the PVT. **D** Overlay of mCherry and MOR expression. **E** Representative image of MOR expression in the PVT in DREADDs injected mice. **F** Representative hM4Di expression in the PVT. **G** Overlay of PVT MOR and hM4Di expression. **H** Minutes awake per 12 h during the light cycle. **I** Minutes awake per 12 h during the dark cycle. CNO was injected 1 h into the dark cycle on the last day (13) of morphine treatment. **J** Minutes awake per hour in the light cycle immediately before CNO administration. **K** Minutes awake per hour in the dark cycle, including CNO administration 1 h into the dark period at 8 pm. **L** Minutes awake per 12 h in the dark cycle preceding CNO administration and the dark cycle including CNO administration in mice that did not receive morphine. **M** Minutes awake per 12 h in the dark cycle preceding CNO administration and the dark cycle including CNO administration in mice that were treated with morphine. Scale bars represent 100 μm.

PVT MOR neuron inhibition during chronic morphine produced no wake differences between groups in the light cycle immediately preceding CNO administration (*F* (11, 339) = 0.9187, *P* = 0.5224) (Fig. 6J). In the dark cycle, when CNO was given at 8 pm, 1 h after the start of lights off, CNO decreased wakefulness only in the morphine hM4di group compared to the morphine mCherry group (*F* (11, 385) = 2.225, *P* = 0.0127) (Fig. 6K). This significant effect was between 10 pm and 1 am, beginning 2 h after CNO injection and ending 5 h after CNO injection. There was a main effect of morphine to increase wakefulness, confirming earlier results (*F* (1, 35) = 4.908, *P* = 0.0333) (Fig. 6K). In the full 12-h period of the dark cycle on the last day before CNO, there was no significant difference in wake time between hM4D and mCherry, for either the morphine group or the saccharin controls (*F* (1,17) = 0.06110, *P* = 0.8077) (Fig. 6L, M). However, on the day CNO was administered, there was a significant decrease in dark cycle wake time after CNO compared to the previous dark cycle, only in the morphine DREADDs group (main effect of CNO, (*F* (1, 17) = 20.33, *P* = 0.0003, and main effect of subject (*F* (17, 17) = 7.076, *P* = 0.001) (Fig. 6M).

## Discussion

Here, we provide evidence that acute morphine exposure increases wakefulness in a non-circadian manner, and in contrast, chronic morphine exposure disrupts sleep in mice in a circadian-specific (dark cycle) manner and that this increased wakefulness requires activation of the MOR + PVT neurons. Remarkably, wake during the light cycle was relatively undisturbed. Animals randomized to the morphine arm of our paradigm displayed both spontaneous and precipitated somatic signs of withdrawal, indicating the mice were dependent on morphine at the time of the prominent sleep disturbance.

Animals self-administered approximately 100 mg/kg of morphine per day. While 100 mg/kg is a high dose of morphine, this dose is distributed over 24 h. Due to the morphine in the drinking water, animals necessarily had to be awake and actively accessing the drinking bottle to acquire morphine. This generates the possibility that mice were only staying awake to access the rewarding substance, not that morphine itself caused wakefulness. However, the wakefulness was specific to the second half of the lights-off period and no effect was observed for the 12-h lights on period. Moreover, our escalating dose injection paradigm also demonstrated biological (not motivational) wakefulness properties of morphine (~3–4 h), though it was not as sustained as in the drinking paradigm (the entire dark cycle, ~12 h). In the injection paradigm, the mice increase wakefulness as long as the morphine is present in their system. Overall, morphine at this dose has both wake-generating properties and increases motivation to stay awake, at least throughout the dark cycle.

C-Fos is expressed within neurons following depolarization and is therefore often used as a marker for neuronal activity. Analysis of cFOS protein expression revealed that neurons in the paraventricular nucleus of the thalamus maintained elevated cFOS levels at the end of the oral morphine self-administration paradigm compared to other reward-related brain regions, suggesting sustained neuronal activity in this region. Thus, we focused on the PVT as a likely site of mechanism underlying our sleep phenotype. Using a mouse that expresses Cre recombinase in mu-opioid receptor-expressing neurons, we employed TRAP to characterize the transcriptome of these MOR-expressing neurons in the PVT. Sequencing of MOR neurons in the PVT at the chronic morphine timepoint highlighted the circadian entrainment pathway as significantly upregulated in the morphine group. We then sought to manipulate these PVT MOR-expressing neurons to see whether they are necessary for morphine-induced changes in the sleep-wake cycle. Conditionally inhibiting these PVT MOR + neurons blocked the morphine-specific wakefulness for the expected duration of CNO effect (30 m–4 h) [45], therefore, only when CNO is active is there a wake effect. It is possible that the COMPASS system was not sensitive enough to capture the CNO effects in the first two hours or that neuronal inhibition does not instantly decrease wakefulness, and mice do not wake up immediately after the CNO wears off.

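Oprm1, which encodes the mu-opioid receptor, lies on chromosome 10 of GRCm38 from 6758593 to 7038209 and had between 463 and 1307 counts in every TRAP-Seq library. Its expression was 25.3 ± 6.92 CPM (SD, n = 4) in the control group and 16.5 ± 1.95 CPM (SD, n = 4) in the morphine group, a log2 fold change of -0.62 (standard error 0.19, edgeR adjusted P = 0.208). The 2 groups overlapped (exact two-sided permutation test, P = 0.0857). With each library left out in turn, the log2 fold change stayed between -0.79 and -0.49. Oprm1 overlaps Ipcef1 in the annotation, so its value is uncertain where reads of the 2 genes were not told apart.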

With the PVT as a locus of interest relating to chronic morphine and wakefulness, we profiled only Mu Opioid Receptor-expressing neurons in the PVT in morphine compared with controls. The overall effect was more upregulated genes in response to morphine compared to significantly downregulated genes, yet little difference in gene expression patterns between males and females (Fig. 4A). 

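Upregulated genes made up 83.8% of the genes that edgeR called in the morphine group and 64.7% of those that DESeq2 called. In the comparison of the 4 female with the 4 male libraries, with condition in the edgeR model, 1 gene had an adjusted P value under 0.05 and 587 had an unadjusted P value under 0.05. This gene was Xist (edgeR adjusted P = 0.00690), which had 0 counts in every male library and between 45 and 170 counts in the female libraries. Xist overlaps its antisense gene Tsix. DESeq2 called 26 genes between the sexes, 25 of them higher in the females, with Xist and Eif2s3x on the X chromosome. The mean log2 CPM of 8 oligodendrocyte marker genes lay between 2.87 and 5.75 in the male libraries. In the female libraries it lay between 5.58 and 6.67. Whether differing amounts of such RNA account for these calls was not tested, so they cannot be read as sex differences in MOR-expressing neurons. For the interaction of sex with morphine, which rests on 2 libraries per sex and condition, edgeR called 0 genes with 325 at an unadjusted P value under 0.05, and DESeq2 called 4. In 1 female library, control replicate 5, the Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y stood at 28.7% to 35.8% of their mean CPM in the males, while the other female libraries had at most 2 counts of each. Without control replicate 5, edgeR called 5 genes between the sexes, which are Xist and these 4 Y-linked genes.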

Only ten biological pathways were significantly overrepresented among the genes that were significantly different between controls and mice exposed to morphine (Fig. 4C). Among those, and also among the significantly upregulated pathways (in the morphine group) in the GSEA analysis, was the Circadian Entrainment pathway (Fig. 4D). This pathway contains many genes related to the biological clock and synchronizing circadian and behavioral rhythms to environmental cues such as lights on or lights off (Fig. 4E). Four (*Adcy* 1, 2, 3, 9) of the nine subtypes of adenylate cyclase are on the GSEA leading edge (i.e., the genes that contributed significantly to the enrichment signal) for Circadian Entrainment (Fig. 4E). 

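Adcy1, on chromosome 11 of GRCm38 from 7063433 to 7178506, rose from 356 ± 40.5 CPM (SD, n = 4) in the control group to 570 ± 30.6 CPM (SD, n = 4) in the morphine group. Its log2 fold change was 0.68 (standard error 0.10, edgeR adjusted P = 0.0416), and every morphine library lay above every control library. With each library left out in turn, the log2 fold change stayed between 0.61 and 0.73 and the gene was called in 2 of the 8 fits. The groups overlapped in the other three. The log2 fold change was 0.66 for Adcy2 (standard error 0.25, edgeR adjusted P = 0.320), 0.54 for Adcy9 (standard error 0.17, edgeR adjusted P = 0.227) and 0.28 for Adcy3 (standard error 0.19, edgeR adjusted P = 0.614). Leaving out single libraries moved it from 0.41 to 0.87 for Adcy2, from 0.42 to 0.66 for Adcy9 and from 0.16 to 0.51 for Adcy3. With a choroid plexus marker score in the model, it was 0.49 for Adcy1, 0.086 for Adcy9, -0.13 for Adcy2 and -0.11 for Adcy3. With a telencephalic marker score it was 0.44 for Adcy1, 0.21 for Adcy9, 0.13 for Adcy2 and -0.014 for Adcy3. None of the 4 was called with either score, and Adcy1 alone was called without one. Adcy3 overlaps Cenpo in the annotation.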

Adenylate cyclases play important roles in diverse brain functions including synaptic plasticity, and show strong to medium expression in the thalamus and striatum [46]; brain regions that are part of both sleep/wake and reward circuitry. Adcy1 is one of two adenylyl cyclases that are activated by increases in Ca2 + , which is the top enriched pathway upregulated in morphine-exposed mice. 

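In the TRAP-Seq counts, Adcy1 had between 12231 and 15404 counts in the control libraries and between 18496 and 27848 in the morphine libraries. Adcy8, the other adenylyl cyclase activated by Ca2+, is not in the leading edge. It had 41.6 ± 5.87 CPM (SD, n = 4) in the control group and 42.8 ± 4.06 CPM (SD, n = 4) in the morphine group, a log2 fold change of 0.042 (standard error 0.12, edgeR adjusted P = 0.911). The difference was smaller than the spread between libraries (exact two-sided permutation test, P = 0.657), and its sign changed when single libraries were left out (-0.024 to 0.15).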

As adenylate cyclases are critical in neuronal signaling, perturbation of their activity by opioid exposure could influence any number of processes critical for sleep/wake and reward-related behaviors.

Further, one of the top significantly upregulated genes in morphine-exposed mice was Dopamine Beta Hydroxylase (Dbh) (Fig. 4B). 

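Dbh lies on chromosome 2 of GRCm38 from 27165507 to 27183204. It had 1, 4, 7 and 6 counts in control replicates 1, 2, 5 and 6 and 13, 22, 10 and 26 counts in morphine replicates 3, 4, 7 and 8. This is 0.112 ± 0.0673 CPM (SD, n = 4) in the control group and 0.473 ± 0.158 CPM (SD, n = 4) in the morphine group, and every morphine library lay above every control library (exact two-sided permutation test, P = 0.0286). The log2 fold change was 2.06 (standard error 0.48, edgeR adjusted P = 0.114), and DESeq2 gave an adjusted P value of 0.0271. With each library left out in turn, the log2 fold change lay between 1.73 and 2.32 and edgeR's adjusted P value between 0.103 and 0.323. With a choroid plexus marker score in the model, the log2 fold change was 0.91, and with a telencephalic marker score 1.24. The other 5 marker genes of noradrenergic neurons in the table had a mean log2 CPM that was higher by 0.46 in the morphine group, less than the spread between libraries (exact two-sided permutation test, P = 0.514).

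**Figure D3:**
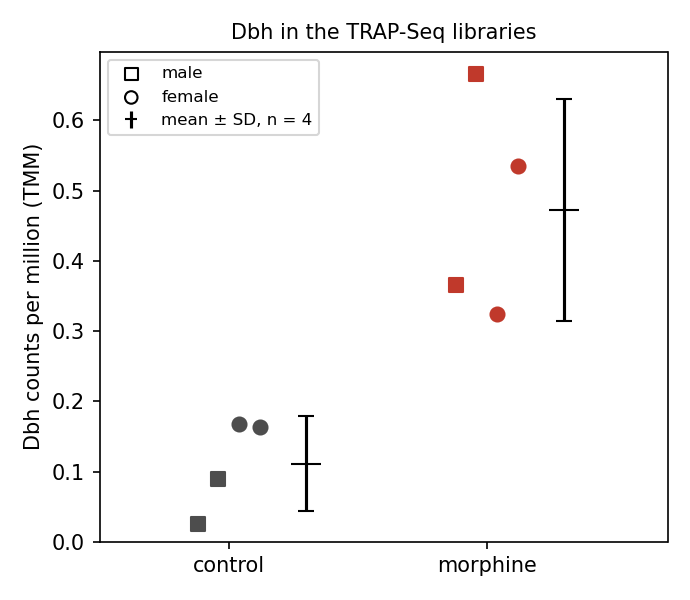
CPM of Dbh (TMM-normalized, vertical axis from 0) in each of the 4 control and 4 morphine libraries, with squares for males and circles for females and the mean ± SD beside each group. The control libraries lie between 0.0256 and 0.167 CPM and the morphine libraries between 0.325 and 0.666.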

DBH is the enzyme that converts dopamine to norepinephrine, and is likely to have an influence on sleep through its role in norepinephrine production [47]. Norepinephrine-containing neurons in the locus coeruleus project throughout the brain and their activation contributes to attention, arousal, and autonomic activation to support these processes. Activity of locus coeruleus neurons is maximal in wakefulness. Mice lacking Dbh have altered sleep latency after mild stress and administration of amphetamine [48]. CRISPR-induced knockdown of Dbh in the locus coeruleus (LC) reduces wakefulness when the LC is optogenetically stimulated [49]. While our tissues were collected from the PVT not the LC, it is still possible that, based on these results, Dbh in the PVT may contribute to drug-induced sleep/wake alterations. 

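Grin2a rose from 32.5 ± 4.75 CPM (SD, n = 4) in the control group to 57.9 ± 11.6 CPM (SD, n = 4) in the morphine group, a log2 fold change of 0.83 (standard error 0.16, edgeR adjusted P = 0.0609). Gria1 rose from 203 ± 40.7 to 331 ± 67.5 CPM, a log2 fold change of 0.71 (standard error 0.17, edgeR adjusted P = 0.133). In both genes every morphine library lay above every control library. The groups overlapped in Camk2a and Prkca, where morphine replicate 3 lay within the range of the control libraries. Camk2a changed from 865 ± 108 to 1312 ± 340 CPM (log2 fold change 0.60, standard error 0.18, edgeR adjusted P = 0.217; exact permutation P = 0.0857). Prkca changed from 103 ± 19.0 to 180 ± 61.9 CPM (log2 fold change 0.80, standard error 0.23, edgeR adjusted P = 0.182; exact permutation P = 0.0571). DESeq2 gave adjusted P values of 0.000327 for Grin2a, 0.00993 for Gria1, 0.0555 for Camk2a and 0.0297 for Prkca. With sex in the edgeR model, the adjusted P value of Grin2a was 0.0392. Leaving out single libraries moved the log2 fold changes from 0.73 to 0.94 for Grin2a, from 0.58 to 0.82 for Gria1, from 0.47 to 0.76 for Camk2a and from 0.59 to 0.99 for Prkca. With a telencephalic marker score in the model, they were 0.36 for Grin2a, 0.20 for Gria1, 0.12 for Camk2a and 0.11 for Prkca, and with a choroid plexus marker score 0.36, 0.28, 0.50 and 0.47 in the same order. None of the 4 genes was called with either score, nor in the same edgeR model without one. Over all genes, 1 was called with the telencephalic and 0 with the choroid plexus score, so this does not single out these genes.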

Other genes from the leading edge of the Circadian Entrainment pathway that may have a role in the morphine-sleep relationship include Grin2a [50], Camk2a [51], Prkca [52], and Gria1 [53] (Fig. 4E). Of interest, these genes are all either directly activated by calcium (Prkca, Camk2a) or regulate calcium response (Grin2a, Gria1) indicating an important role for this signaling molecule in mediating wake regulation following opioid exposure. It is important to note that in the TRAP-Seq experiment, sleep was not manipulated; the only independent variable was morphine administration, yet Circadian Entrainment is one of the few overrepresented pathways among DE genes. This result lends credence to the hypothesis that sleep and opioids are fundamentally and biologically intertwined [1].

Our study only manipulated the PVT MOR + expressing neurons, not their inputs or projections. Future circuit tracing studies could identify the inputs and outputs of MOR PVT neurons, and manipulating each part of the circuit could identify the critical neurons or circuits for controlling sleep in the PVT. The PVT is a major source of afferents to the nucleus accumbens which itself is a critical nucleus for wakefulness as well as being part of the mesolimbic dopamine reward pathway [54]. However, we did not see a significant increase in cFOS expression in the nucleus accumbens. This may be due to the fact that the nucleus accumbens also contains sleep-promoting cells [55], which may have prevented any further increases in cFOS expression in this region.

The morphine-specific sleep/wake phenotype was evident during the dark cycle but not the light cycle. Given the time-dependent circadian effect on wakefulness via opioid receptors in the PVT [23], orexin neurons may be one possible input contributing to this phenotype. Orexins are synthesized in the lateral hypothalamus (LH) and project widely throughout the brain, including to the PVT, which contains orexin 1 receptors and orexin 2 receptors [56–58]. These orexinergic projections from the LH to PVT mediate sleep/wake behaviors in the absence of drugs [24]. The involvement of hypothalamic orexin neurons in the PVT with respect to drug use has been a recent area of research [59], however the specific role and the synaptic physiology of orexin neurons and mu opioid receptors in the PVT is not fully understood and should be investigated in both non-drug and drug conditions.

The mu opioid receptor is an inhibitory, Gi-coupled receptor, and we expressed an inhibitory, Gi-coupled DREADDs construct in cells that expressed Cre recombinase driven by the mu-opioid receptor. DREADD inhibition of MOR + PVT neurons could have created more inhibition than morphine typically provides. Although morphine increases wakefulness in experimental settings, it is a sedative at high doses, and it is possible our DREADD inhibition of MOR neurons forced these mice into a more sedated state, similar to high doses of morphine. Morphine increases tonic firing and initial burst firing in the PVT, at least in the light cycle [23]. It will be important to consider more system-wide, circuit-based experiments to determine how MOR PVT neurons connect and affect signaling in the PVT and throughout the rest of the brain. Of note, among the enriched pathways significantly upregulated in the morphine group in both the ORA and GSEA analyses were Glutamatergic Synapse (see Supplementary Fig. 3), and Calcium Signaling, indicating that MOR PVT neurons intricately affect excitatory circuitry, and potentially morphine creates long-lasting changes in these neuronal connections.

In the DREADDs experiment, we used the COMPASS system instead of EEG sleep recording. We did this in order to power the study with enough animals, as the EEG system and analysis limits the number of animals tested at any one time, while the COMPASS system allows for large-scale analysis and served to confirm the phenotype in a different system. The COMPASS system may overestimate sleep, as any period of extended locomotor inactivity is counted as sleep [34, 60]. However, we did see the same general wake pattern between EEG and COMPASS where morphine increased wakefulness during the dark cycle but had little impact during the light cycle (Fig. 6H, I). We did not examine spectral power in this study to determine whether the wake state at baseline is different than the wake state during chronic morphine, which is a limitation as spectral power can be affected by sleep deprivation [61]. The COMPASS study shows PVT MOR + neurons mediate chronic morphine-induced wake properties, but EEG studies would be needed to examine the full effect of these neurons on morphine-induced sleep.

Interestingly, DREADD inhibition of MOR + cells in the PVT blocked wakefulness only in the morphine group, not in the control group. To our knowledge, this is the first manipulation that changed drug-induced wakefulness without affecting general wakefulness (Fig. 6L, M). However, one study has shown that MORs contribute to morphine-induced wakefulness in rats, as morphine hyperpolarizes sleep-promoting neurons in the Ventrolateral Preoptic Area (VLPO), and is blocked by the MOR antagonist CTOP [20]. It is possible that there was only decreased wakefulness in the morphine DREADDs group due to a floor effect. As morphine increases wakefulness during the dark cycle (Figs. 2 and 3), there is more room to decrease wakefulness in the morphine DREADDs group (~500 m awake) compared to the control (saccharin) DREADDs group (~250 m awake).

Overall, this is one of the first studies to examine the effects of chronic morphine on sleep and the first of our knowledge to identify neurons that, when manipulated, alter drug-induced wakefulness without affecting general wakefulness. That chronic morphine exposure increases wakefulness during the dark cycle was confirmed with both EEG and COMPASS analysis, and morphine transiently increased wakefulness during the light cycle in an injection paradigm. Future experiments could manipulate sleep pharmacologically and assess opioid reward. This research should be taken in context with the clinical literature showing sleep disturbance in OUD patients; it may be possible to treat sleep in order to ameliorate the negative symptoms associated with OUD and withdrawal. Indeed, clinical trials have begun to test FDA-approved drugs for insomnia with a possible outcome of decreasing rates of relapse in OUD (NCT04262193). At the least, sleep should be an important consideration in the overall treatment of not just addiction but other neuropsychiatric disorders.

## Supplementary information

Supplementary Figure Legends

SFigure 1

SFigure 2

SFigure 3

Supplementary Table 1

Supplementary Table 2

## Data Availability

Our TRAP-Seq data are available with GEO accession number GSE214560.

# Supplementary material for: Mu-opioid receptor-expressing neurons in the paraventricular thalamus modulate chronic morphine-induced wake alterations
**Source:** Transl Psychiatry. 2023 Mar 3;13:78. doi: 10.1038/s41398-023-02382-w
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**Supplementary Figure 1.** Morphine effects of wakefulness with injection instead of oral administration, measured by EEG. A) Minutes awake per hour in an escalating morphine dose paradigm where mice were injected subcutaneously with morphine twice per light cycle at increasing doses. B) Minutes awake per 12h during the escalating dose morphine injection paradigm for both the dark cycle and light cycle. C) Minutes NREM per 12h during the escalating dose morphine injection paradigm for both the dark cycle and light cycle.

**Supplementary Figure 2.** Sleep bout patterns across day 1-12 and on day 13. A) Average number of bouts per day on day 1-12. B) Average length of each sleep bout on day 1-12. C) Maximum sleep bout length on day 1-12. D) # of bouts on Day 13, the day CNO was administered. E) Average length of sleep bouts on Day 13, the day CNO was administered. F) Maximum bout length on Day 13, the day CNO was administered.

**Supplementary Figure 3.** Enrichment plot of the Glutamatergic Synapse pathway.

How the deposited data were processed for this re-analysis (not part of the article)

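RNA of MOR-expressing neurons was purified by TRAP from PVT dissections of mice that drank morphine in 0.2% saccharin, up to 0.5 mg/ml, for 11 days (4 libraries) or saccharin alone (4 libraries). The paper states that each library pooled dissections of 2 mice of the same sex. This is uncertain for control replicate 5, which is labelled female and holds counts of Y-linked genes. By the labels, each group has 2 male and 2 female libraries. Condition, sex and replicate of each library were taken from the labels of the deposited samples. All 8 columns of the deposited table were used, and 0 columns were left without a sample. As a check of the columns, the normalized expression in Supplementary Table 1 was compared across genes with the deposited counts, and each of the 8 columns of the supplement correlated best with its own library. The paper and the labels give no sequencing batch, so no comparison within batches was made.

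The authors deposited a single table of whole-number read counts per RefSeq transcript and library, which are not normalized. The paper's text does not name the tool that made this table. Its methods describe transcript quantification with Salmon and a gene-level matrix made with tximport for their DESeq2 analysis, but in the deposited table a read shared by transcripts of a gene is counted on each of them, so it is not that matrix, and the GC bias correction of the methods is not part of it. The analysis plan had assumed 1 count per gene. Each gene was represented by its transcript with the highest total over the 8 libraries, which is a choice made after the structure of the table had been seen, and the sum over transcripts was run as an alternative. Coordinates are those of RefSeq on GRCm38.p6, found for 18658 genes by transcript and for 190 by symbol and 65 by older symbol; 26 genes were not placed. The counts are not stated to use the strand, so genes that overlap others are uncertain.

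Total counts with 1 transcript per gene were 37081346 to 43311792 per control library and 31151106 to 47582947 per morphine library. For genes with few counts, such as Dbh and Cldn22, counting error limits the precision. PCR copies are not marked in the table, so reads are not independent molecules.

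Counts were normalized with TMM factors and tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test (glmQLFit and glmQLFTest with their default settings), with condition in the model, over all genes with a count above 0 in at least 1 library. P values were adjusted by Benjamini-Hochberg, and genes with an adjusted P value under 0.05 are said to be called. Female and male libraries were compared with condition in the model, and the interaction of sex and condition was tested in a model with both. Expression is given as CPM, computed from the deposited counts and the TMM-normalized library sizes. Scores of gene lists are means of log2 CPM with a prior count of 2, compared by exact two-sided permutation tests over the 70 arrangements of 8 libraries, for which the smallest P value is 0.029. In exact tests of single genes 0.5 CPM was added before taking log2. Lists of marker genes (13 lists of cell types, clock genes, immediate early genes and glucocorticoid-responsive genes) were written before the counts were seen and tested with limma's camera (limma 3.58.1), with the correlation between genes estimated from the data and Benjamini-Hochberg adjustment over the lists. Genes named are those the paper names for TRAP-Seq or labels in Fig. 4B and Fig. 4E, other listed genes, and the 5 upregulated and 5 downregulated genes with the lowest P value among the called genes whose groups do not overlap.

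Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, filterByExpr, at least 10 counts in every library, sex in the model, robust empirical Bayes, limma-voom and each library left out in turn. Added after the counts had been seen were the sum over transcripts, edgeR's adjusted deviances, counts thinned to the smallest library, a GC and length offset, marker scores in the model and DESeq2 with sex in the model. GC content and length came from GENCODE transcripts, matched for 99.4% of genes. Every split of the 8 libraries into 4 and 4 was fitted as well (35 splits). The tests were tried on simulated data drawn from the means and library sizes of these libraries, with 18599 genes on average, 200 of them changed by a log2 fold change of 1.5 in either direction, in 3 draws. edgeR recovered 96.0% of the changed genes and 6.9% of its calls were false; DESeq2 recovered 96.7% with 16.2% false; limma-voom recovered 94.5% with 5.5% false. Each gene was drawn independently in this simulation, so its shares cover changes of that size without variation shared by genes. Figures were drawn with matplotlib 3.10.9.

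The KEGG gene sets of the paper were not at hand, so the pathway analyses of Fig. 4C, Fig. 4D and Supplementary Table 2 were not rerun. The reads were not used here, nor were the sleep, cFOS and DREADDs data.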

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

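The tests of the Y-linked genes and the correlations within the groups were chosen only after the result was seen. A group of 4 libraries was set aside here when the gap of its highest or lowest library to the nearest other exceeded Dixon's critical share of the range of the group at the 95% level. This held for 11 of the 104 groups tested, and chance gives about 5.

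In the 4 female libraries, control replicate 5 stood apart in the Y-linked genes. Its gap was 0.998 of the range for Ddx3y (28.8 CPM against 0 to 0.0649 in the other females), 1.000 for Uty (8.65 CPM against 0), 0.997 for Kdm5d (5.98 CPM against 0 to 0.0206) and 1.000 for Eif2s3y (6.07 CPM against 0). These are 28.7% to 35.8% of the mean in the males. RNA of a male mouse would bring in all Y-linked genes at a similar share of their level in males, and the highest share was 1.25 times the lowest. Reads of paralogs counted on Y-linked genes would appear in every female library, but the highest count in another female library was 0.400% of the count in control replicate 5. A male library under a female label would lack Xist, but this library had 66 counts of Xist, against 45 to 170 in the other females and 0 in the males. A candidate explanation is therefore RNA of a male mouse in this library, by pooling or by carryover, which the counts cannot tell apart. The paper states that males were pooled only with males, and no biological explanation was tested.

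In the 4 male libraries, control replicate 2 had 18.1 CPM of Kdm5d against 21.5 to 21.8 in the others (gap 0.918 of the range), and morphine replicate 3 had 0.141 CPM of Tsix against 0.0225 to 0.0303 (0.934). No explanation was tested for these. They are 2 of the 11 groups, and Tsix rests on few counts.

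Among the morphine libraries, replicate 8 was the highest in Gpc4 (10.2 CPM against 6.07 to 6.75, gap 0.834 of the range), and replicate 3 was the lowest in Mt1 (39.9 CPM against 47.9 to 49.3, 0.851). Among the control libraries, replicate 5 was the lowest in Fos (74.1 CPM against 94.1 to 96.6, 0.889). Without the library that stood apart, the log2 fold change was 1.55 for Gpc4, 0.96 for Mt1 and -1.04 for Fos, so the direction did not rest on that library. The edgeR adjusted P value was then 0.0567 for Gpc4, 0.0140 for Mt1 and 0.0248 for Fos, within ranges over the fits that left out 1 library of 0.0131 to 0.0905 for Gpc4, 0.0140 to 0.0905 for Mt1 and 0.0216 to 0.0905 for Fos. All 4 morphine libraries lay on the same side of all 4 control libraries in each of these genes. What set these single libraries apart was not tested. Morphine replicate 7 stood apart on the second principal component (19.5 against -10.5 to -7.04 in the other morphine libraries, gap 0.884), where a female control library, replicate 6, had a similar score of 20.1, so the component does not follow condition.

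In the morphine group, replicate 3 had the lowest marker score of telencephalic pyramidal neurons (mean log2 CPM 3.89 against 4.81 to 5.00, gap 0.832 of the range). The control libraries ranged from 2.32 to 4.23. No explanation for this library was tested.

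Of 13 lists of genes that the paper does not discuss as lists, 2 were higher in all 4 morphine libraries than in all 4 control libraries, and a complete separation in one direction or the other has a chance of 2.9% for each list. The first was choroid plexus, with a difference of 2.026 in mean log2 CPM (exact two-sided permutation P = 0.0286, adjusted over the 13 lists 0.186) and all 13 genes higher. The second was the glucocorticoid-responsive genes, with a difference of 0.495 (exact two-sided permutation P = 0.0286, adjusted 0.186) and 10 of 11 genes higher. Leaving out single libraries moved the difference from 1.55 to 2.46 for choroid plexus and from 0.318 to 0.572 for the glucocorticoid-responsive genes. With 4 libraries against 4, 2 separated lists among 13 cannot reach an adjusted exact P value under 0.05, so the adjusted values show nothing either way. With camera, both had an adjusted P value of 0.358, with ranges from 0.238 to 0.613 for choroid plexus and from 0.241 to 0.613 for the glucocorticoid-responsive genes under the alternatives that estimate the correlation between genes. With the correlation preset at 0.01, the values were 3.36e-09 and 0.000676.

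For the choroid plexus genes, a technical explanation is that more choroid plexus RNA entered the morphine libraries during dissection and purification. A biological explanation is a change with morphine in cells of the PVT. The list alone cannot tell these apart, and the threshold set for it was not passed (camera's adjusted P = 0.358). Library size differed by less than the spread between libraries (exact permutation P = 0.4). For the glucocorticoid-responsive genes, the deviations of the 8 libraries from their group means were compared with those of the marker scores, among 8 relations computed in all. Pearson's r was 0.625 with the telencephalic score (exact permutation P = 0.167, adjusted 0.222; Spearman's rho 0.619, exact permutation P = 0.153) and 0.712 with the choroid plexus score (exact permutation P = 0.120, adjusted 0.192; rho 0.595, exact permutation P = 0.177). Without the 2 libraries farthest from the median of the marker score, r was 0.457 and 0.201, so the relation with the choroid plexus score rests on those libraries. The higher level of these genes may reflect a response to morphine or to handling, or RNA of other cells, and the data cannot tell which.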

How the results depend on the processing

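The tests, the main settings and the alternatives from DESeq2 to the fits that leave out 1 library were set before the data were examined. The sum over transcripts, adjusted deviances, thinning, the GC and length offset, the marker scores in the model and DESeq2 with sex were chosen only after the result was seen. No paired analysis was possible because the morphine and control libraries share no replicate number.

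With edgeR, 37 genes were called between morphine and control, 31 higher and 6 lower. The number stayed within 1.5 times with RLE factors (37), upper-quartile factors (33), robust empirical Bayes (34), thinned counts (35) and the GC and length offset (33). It was 498 with DESeq2 (322 higher, 176 lower), 449 with DESeq2 and sex in the model (307 and 142), 110 with sex in the edgeR model (95 and 15), 56 with adjusted deviances (46 and 10), 23 with limma-voom (20 and 3), 22 with the sum over transcripts (18 and 4), 15 with at least 10 counts in every library (12 and 3), 14 with filterByExpr (11 and 3), 1 with the telencephalic marker score (0 and 1) and 0 with the choroid plexus marker score (0 and 0; 643 at an unadjusted P value under 0.05). All 37 genes were among the calls of DESeq2 with and without sex, of edgeR with sex and of adjusted deviances; 20 were among those of limma-voom, 32 of robust empirical Bayes, 32 of thinned counts and 29 of the GC and length offset. The 2 marker scores differ between the groups themselves, so a lost call there does not show which of the 2 acts on a gene. All 37 genes kept their direction with either score, and 35 and 37 of them had an unadjusted P value under 0.05. The median size of their log2 fold changes was 0.82 and 0.81 against 1.06 without a score, and the median standard error was 0.26 and 0.21 against 0.17. Across the 8 fits that each left out 1 library, between 0 and 77 genes were called, 0 to 72 higher and 0 to 13 lower, and the fits with 0 calls had 1697 and 1664 genes at an unadjusted P value under 0.05. In simulated data with 4 libraries per group, edgeR recovered 96.0% of the changed genes with 6.9% false calls and DESeq2 96.7% with 16.2% false calls. The changed genes there had a log2 fold change of 1.5, above the median of 1.06 of the called genes, and genes varied independently. These shares therefore do not carry over to smaller changes or shared variation, and do not explain why the 2 tools differ here.

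Of the genes in Supplementary Table 1, edgeR called 36 in the same direction, against 326 with DESeq2, 303 with DESeq2 and sex, 97 with sex, 21 with limma-voom, 21 with the sum over transcripts, 15 with at least 10 counts in every library, 14 with filterByExpr, 0 with the telencephalic and 0 with the choroid plexus score, and 0 to 67 across the fits that left out 1 library. Of the 26 leading-edge genes, 1 was called higher, against 11 with DESeq2, 11 with DESeq2 and sex, 3 with sex, 2 with adjusted deviances, 0 with filterByExpr (17 at an unadjusted P value under 0.05), 0 with either marker score (2 each), and 0 to 3 across the fits that left out 1 library (14 to 20 in the fits with 0).

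Between the sexes, 1 gene was called, against 26 with DESeq2, 0 with filterByExpr (505 at an unadjusted P value under 0.05), 0 with at least 10 counts in every library (458), 0 without the 6 sex-chromosome genes (583), and 0 to 5 across the fits that left out 1 library (580 in the fit with 0). The called gene, Xist, had 0 counts in every male library. It cannot pass the filter of 10 counts and is on the X chromosome. Its loss with that filter and without the sex-chromosome genes was therefore fixed beforehand, and those fits show only that no other gene was called. The loss was not fixed in this way without morphine replicate 3 or with filterByExpr, which does not require counts in every library. The call of Xist is therefore not stable. The interaction gave 0 genes (325) with edgeR and 4 with DESeq2 (Lct, Neurod2, Anln and Uty, named after their values were seen), of which Uty is one of the Y-linked genes found in a female control library. The exact permutation P for condition on the first principal component was 0.0571, and 0.0286 with all genes and with the 2000 most variable genes. Of the 13 marker lists, 0 had an adjusted P value under 0.05 (lowest unadjusted P 0.0581), against 6 with the correlation between genes preset at 0.01.

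Some differences that had no adjusted P value under 0.05 changed sign. Adcy2 (0.66) had a log2 fold change of -0.13 with the choroid plexus score. Adcy3 (0.28) had -0.014 with the telencephalic and -0.11 with the choroid plexus score. Adcy8 (0.042) had -0.064 with the choroid plexus score and -0.024 to 0.15 across the fits that left out 1 library. Cct7 (-0.084) had 0.039 with the choroid plexus score. Bmp4 (0.65) had -0.25 with the telencephalic and -0.74 with the choroid plexus score. Among the marker lists, the difference for endothelial cells (0.021) was -0.018 with filterByExpr and -0.15 to 0.33 when 1 library was left out, that for microglia (0.097) was -0.21 to 0.46, and that for immediate early genes (-0.005) was 0.095 without the genes of Supplementary Table 1 and -0.27 to 0.19. Of the other single results, 33 values of genes lost and 14 gained their call under an alternative other than leaving out a library, and 47 lost and 2 gained it when a library was left out. For all changes in this part, the cause was not tested. The numbers of Dbh, Cldn22 and Bmp4 counts limit these genes, since no control library had more than 7 counts of Dbh or above 0 of Cldn22.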

Differences from the paper's values

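None of the tests in this part was chosen only after the result was seen, except for the fits named as such.

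The paper reports 522 differentially expressed genes, 311 upregulated and 211 downregulated. Here, edgeR called 37, of which 31 were upregulated and 6 downregulated. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's numbers (498, 322 and 176), and RLE factors, upper-quartile factors, filterByExpr, at least 10 counts in every library, sex in the model, robust empirical Bayes, limma-voom and the fits that left out 1 library did not. DESeq2 with sex in the model, which was chosen after seeing the values, came within it as well (449, 307 and 142). DESeq2 is the tool of the paper's methods, run here on another table of counts.

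A log2 fold change was set apart from the paper's when it lay beyond the larger of both standard errors or had the opposite sign. Noise alone often exceeds that distance. A fit that comes within it therefore does not show what made the difference. For Dbh, the log2 fold change was 2.06 against the paper's 3.37. Without control replicate 5 it was 2.32, which is within the paper's error, a standard error of 1.09; none of the other alternatives set before the data were examined closed the gap. For Bmp4, it was 0.65 against the paper's 2.11, and among those alternatives the fit without control replicate 6 (1.05) was within the paper's error. For Nynrin, it was -0.73 against the paper's -0.54. The fit without morphine replicate 4 (-0.65) closed this gap, and so did the GC and length offset (-0.62), chosen after seeing the values. With the telencephalic marker score (-0.70) and the choroid plexus marker score (-0.71), both chosen after seeing the values, it lay outside the paper's error and within the wider standard errors of these fits (0.20 and 0.19) only. For Dock8, it was -0.42 against the paper's -2.04, and for Cct7 it was -0.084 against the paper's -1.16; no alternative closed either gap.

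The paper lists Dbh, Grin2a, Camk2a, Prkca, Calml4 and Cldn22 as differentially expressed, and edgeR did not call them here. DESeq2 called Dbh, Grin2a, Prkca, Calml4 and Cldn22. edgeR with sex in the model called Grin2a and Calml4, and edgeR without morphine replicate 3 called Grin2a and Camk2a. Chosen after seeing the values, edgeR with adjusted deviances called Calml4, and DESeq2 with sex in the model called Dbh, Grin2a, Prkca and Calml4. The paper also lists Dock8, Cct7 and Bmp4, which no fit called. In the leading edge of Circadian Entrainment, which the paper shows as upregulated, Gng4 had a log2 fold change of -0.20 here. The paper states that the results with sex in the model held fewer genes. DESeq2 gave 449 with sex and 498 without, and edgeR gave 110 with sex and 37 without.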

Other observations

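The tests of library size, GC content and length, of the share of the 10 largest genes, of the leading-edge genes and DESeq2 calls in other splits, of the correlations within the groups, of Fos with a marker score in the model and of the noradrenergic genes were chosen only after the result was seen.

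The 8 libraries can be split into 4 and 4 in 35 ways. With edgeR, 2 of the 35 gave at least 37 genes with an adjusted P value under 0.05, the split by condition and the split of control replicates 1, 5 and 6 with morphine replicate 7 against the rest, which gave 223. With DESeq2, 3 of the 35 gave at least 498 genes. The other 2 exchanged control replicate 2 with morphine replicate 7 (1717 genes) or with morphine replicate 3 (957 genes). At least 1 leading-edge gene was called in 2 of the 35 splits with edgeR, with 1 gene in each, and in 6 of the 35 with DESeq2. The split by condition had the most with DESeq2, 11 genes, and as many were called in 1 of the 35 splits, itself; the next 3 splits had 9, 6 and 4. The leading edge was selected on the split by condition, so these counts favor that split and cannot show whether chance would give as many. With condition in the model, 7 of 34 splits gave at least as many genes as the split by sex. A split of the libraries by sex without condition in the model gave 1 gene. The number of genes called among all genes therefore does not set the split by condition apart from other splits at the 0.05 level. The splits with more genes each keep 3 of the 4 libraries of a condition together. The labels name no batch that follows these splits.

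For the 37 genes, 3 technical explanations were tested. After thinning all libraries to the smallest, 35 genes were called, 32 of them among the 37, so library size does not account for them. With an offset for GC content and length, 33 were called, 29 of them among the 37, so these do not account for most calls, although the log2 fold change had a Spearman's rho of -0.115 with GC content and -0.102 with length across 12917 genes, which are not independent replicates. The share of counts in the 10 largest genes differed by less than the spread between libraries (exact permutation P = 0.4).

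RNA of cells outside the PVT was tested with lists of marker genes. All 13 genes of telencephalic pyramidal neurons were higher in the morphine group, with a difference of 1.69 in mean log2 CPM (exact two-sided permutation P = 0.0571, adjusted over the lists 0.248); the 2 groups overlapped, with control replicate 6 (4.23) above morphine replicate 3 (3.89). All 13 genes of choroid plexus were higher by 2.03 on average, in 4 of 4 morphine libraries. The threshold set for these tests was not passed, since camera's adjusted P value was 0.358 for both. For the telencephalic list it lay between 0.202 and 0.613 under the alternatives that estimate the correlation between genes and was 9.78e-09 with it preset at 0.01. For the medial habenula it was 0.848 (0.573 to 0.991 under the alternatives that estimate the correlation between genes), with a difference of 0.13 and 6 of 9 genes higher. Supplementary Table 1 lists 4 of the telencephalic genes and 6 of the choroid plexus genes. Without the genes of that table, the differences were 1.22 and 1.38.

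Within the groups, the deviations of the 8 libraries from their group means were compared, for which 576 permutations within the groups are possible and 8 relations were computed. The paper's upregulated genes other than the marker genes (285 genes) followed the telencephalic score, with a Pearson's r of 0.863 (exact permutation P = 0.00174, the smallest value the permutations can give, adjusted 0.0139), a Spearman's rho of 0.929 (exact permutation P = 0.00174) and an r of 0.822 without the 2 libraries farthest from the median. This r is at percentile 99.3 among 10000 random lists of the same size matched on expression. With the choroid plexus score, r was 0.875 (exact permutation P = 0.0156, adjusted 0.0625), rho 0.952 (exact permutation P = 0.0104), r 0.745 without the 2 farthest libraries and the percentile 95.9. The telencephalic relation is what a contribution of RNA from such cells, or of something that varies with it, to the differences in the paper's list would give. This is a hypothesis that was found and tested on the same libraries. The adjusted P value with the choroid plexus score is above 0.05, so that relation stays open. The values do not show that the whole difference with morphine comes from RNA of such cells, since more of this RNA could itself follow from morphine.

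For the 26 leading-edge genes, r was 0.710 with the telencephalic score (exact permutation P = 0.0486, adjusted 0.129; rho 0.810, exact permutation P = 0.0313; 0.783 without the 2 farthest libraries; percentile 92.6) and 0.672 with the choroid plexus score (exact permutation P = 0.0642, adjusted 0.129; rho 0.762, exact permutation P = 0.0625; 0.604; percentile 90.8). The adjusted values are above 0.05, so the higher level of these genes in the morphine group (25 of 26 genes) cannot be told apart from RNA of other cells, nor put down to it.

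Fos mRNA was lower in the morphine group in 4 of 4 libraries (log2 fold change -0.94, edgeR adjusted P = 0.0176, 0.0216 to 0.0905 across the fits that left out 1 library). The cFOS protein counts of Fig. 3N come from other mice and were not analysed here. No relation of Fos with the marker scores was detected within the groups, which 8 libraries cannot rule out. Pearson's r was -0.015 with the telencephalic score (exact permutation P = 0.964, adjusted 0.964; rho -0.262, exact permutation P = 0.569; 0.016 without the 2 farthest libraries) and -0.276 with the choroid plexus score (exact permutation P = 0.517, adjusted 0.591; rho -0.333, exact permutation P = 0.438; -0.438). With the telencephalic score in the edgeR model, the log2 fold change of Fos was -0.928 (standard error 0.20), and with the choroid plexus score it was -0.839 (standard error 0.19). Both are within the standard error of 0.12 of the value without a score, so adding either score did not remove the difference in Fos. With the larger standard errors, Fos was not called with either score (edgeR adjusted P = 0.814 with the telencephalic score). A partial contribution of such RNA cannot be told apart with 8 libraries. Of the 13 immediate early genes in the list, 7 were higher and the mean difference was -0.005, so the lower level of Fos is not shared by the list.

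Dbh is a marker of noradrenergic neurons, and RNA from their fibers or cells might raise it. The other 5 marker genes in the table had a difference of 0.46 in mean log2 CPM (exact two-sided permutation P = 0.514; 4 of 5 genes higher), and Slc6a2, singled out after its values were seen, had at most 1 count in any library. The test gives no sign of more noradrenergic RNA in all morphine libraries.

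The 16 core clock genes in the list had a mean difference of -0.12 log2 CPM between the groups (exact two-sided permutation P = 0.229), with 3 of 16 genes higher; camera's adjusted P value was 0.602 (0.415 to 0.813 under the alternatives that estimate the correlation between genes, 0.0222 with it preset at 0.01). The 9 marker genes of the paraventricular thalamus had a mean difference of -0.32 (exact two-sided permutation P = 0.171), with 2 of 9 genes higher, and the 10 genes of thalamic relay neurons one of -0.20 (exact two-sided permutation P = 0.2), with 0 of 10 higher. Leaving out single libraries moved the difference from -0.50 to -0.23 for the paraventricular thalamus and from -0.30 to -0.14 for the relay neurons. For the core clock genes it moved from -0.19 to -0.082. With the correlation preset, camera's adjusted P value was 0.162 for the paraventricular thalamus and 0.0455 for the relay neurons, and with it estimated both were between 0.342 and 0.813.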
